# MicroRNA expression profiles across blood and different tissues in cattle

**DOI:** 10.1038/sdata.2019.13

**Published:** 2019-02-12

**Authors:** Hui-Zeng Sun, Yanhong Chen, Le Luo Guan

**Keywords:** RNA sequencing, Gene regulation, miRNAs

## Abstract

MicroRNAs (miRNAs) play essential roles in regulating gene expression involved in various biological functions. The knowledge of miRNA expression profiles across different tissues in cattle is still limited. Using the miRNAs data generated from 158 samples in three studies, we characterized the miRNA expression profiles of bovine sera, exosomes and 11 different tissues. Totally 639 miRNAs were identified and 159 miRNAs were expressed in all samples. After relative log expression normalization, four miRNA expression clusters were generated: 1) sera and exosomes; 2) liver; 3) mammary gland; 4) rumen and gut tissues. The top 10 most abundant miRNAs accounted for >55% of total miRNA expression in each tissue. In addition, this study described a detailed pipeline for identification of both tissue and circulating miRNAs, and the shareable datasets can be re-used by researchers to investigate miRNA-related biological questions in cattle. In addition, a web-based repository was developed, which enables researchers to access the distribution range and raw counts number of the miRNA expression data (https://www.cattleomics.com/micrornaome).

## Background & Summary

MicroRNAs (miRNAs) are endogenous short non-coding RNAs (typically contain 18-25 nucleotides (nt)) that play a vital role in regulating gene expression at the post-transcriptional level by inducing the degradation or blocking translation of target messenger RNA^1^. MicroRNAome refers to the complete set of miRNAs expressed in an organism/tissue and is an important component of feedomics, a recent proposed approach to study biological regulatory mechanisms that determine animal productivity, product quality, well-being and health using different omics technologies^2^. Animal miRNAs are highly conserved among different species, which target most of the protein-coding genes that are involved in many developmental and biological processes^3^. Bovine miRNA studies have proposed their significant roles in diverse molecular functions and biological processes including mammary gland development^4–6^, rumen development^7,8^, ovary development^9,10^, adipogenesis^11,12^, infection and immunity^13–15^, production traits improvement (e.g. milk yield and quality^16,17^), early diagnosis of pregnancy^18–20^ and so on. Therefore, study of the expression and distribution of miRNAs in various tissues is important for the better understanding of physiological and pathological mechanisms in cattle towards better strategies for sustainable production and animal health.

To date, the information of miRNAs expression profiles in different bovine tissues is still limited. Our lab has reported miRNA expression patterns in 11 tissues (brain, longissimus dorsi muscle, kidney, liver, spleen, thymus, cerebellum, medulla, hypothalamus, abdominal subcutaneous fat and rump subcutaneous fat) of beef cattle^21^, which has contributed to the first and up-to-now the most comprehensive analysis of miRNA abundance in different tissues of bovine species. However, the previous study mainly focused on the visceral tissues and lacked the expression profiles of the gastrointestinal tract and circulating miRNAs in body fluids (blood). Meanwhile, a relatively low number of miRNAs (n = 228) were identified due to the poor and low sensitivity of the sequencing technology used at the time. It is necessary to reveal the bovine miRNAs expression profiles across a wide range of tissues using more advanced techniques.

In this study, we analyzed the miRNAs data generated from 158 samples in our previous three different studies to improve the understanding of miRNA expression across bovine tissues and blood. The workflow of data collection and technical analysis is illustrated in Fig. 1. 

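In study 1, small RNA was sequenced from 5 tissues of dairy cows (rumen, duodenum, jejunum, liver, mammary gland) fed rice straw, corn stover or alfalfa hay as forage. The 90 samples of this study comprised 5 tissues × 3 diets × 6 replicates, or 18 samples per tissue, and the samples of studies 2 and 3 were not analysed here. The authors aligned the reads to bovine miRNA precursors with sRNAbench and deposited, for each sample, the CPM of each miRNA, scaled by the total of reads that mapped to all annotated miRNAs. The files of a tissue all listed the same miRNAs, 340 in rumen, 338 in duodenum, 337 in jejunum, 330 in liver and 328 in mammary gland, and every listed miRNA had a CPM above 1 in at least 9 of the 18 samples of that tissue. Together 388 miRNAs were listed, of which 289 were listed in all 5 tissues. The value of a miRNA in a tissue that did not list it is not in the files analysed here. The unlisted miRNAs together took between 18.7 and 440 CPM of a sample, with a median of 58.0.
The low CPM values of each sample were whole multiples of a single step, and the reciprocal of that step gave the total number of mapped reads, with the step taken as 1 read. The totals ranged from 2337879 to 9024345 in rumen (median 4001233), from 4925942 to 15621501 in duodenum (median 7883757.5), from 3987988 to 10383400 in jejunum (median 7276960.5), from 2004942 to 7684530 in liver (median 4427653) and from 937556 to 14328839 in mammary gland (median 5570152.5). At these totals 3 reads were worth between 0.192 and 3.20 CPM, and values below 3 reads, down to 1 read, were kept as they are. The paper states its depth as raw reads before mapping, whereas the CPM values used here rest on the mapped reads. Shares and expression calls were computed from the CPM as deposited. Differences between groups were fitted with limma on log2(CPM + 1), so each log2 fold change is on that scale and understates the change of miRNAs with low values. A sample is counted as showing a change when its log2(CPM + 1) lay on that side of the mean log2(CPM + 1) of the group compared. Duodenum and jejunum were fitted on their own 36 samples and every other tissue comparison on all 90, with the 289 miRNAs listed in all 5 tissues.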

The 158 samples were derived from five different dairy cow tissues (study 1)^17^, six different beef cattle tissues (study 2)^22^, as well as dairy cow sera and exosomes (study 3)^23^, which were all used the same library construction method (TruSeq Small RNA Sample Preparation kit) and high-throughput sequencing platform (Illumina HiSeq 2000 system) to identify the miRNA expression profiles (Fig. 1). Exosomes are small extracellular vesicles (40–100 nm in diameter) derived from multivesicular body-sorting pathway and present in diverse body fluids, which contain various molecular constituents including proteins, mRNAs, miRNAs^24^. A detailed pipeline of generation and comparison of expression of miRNAs across various tissues and blood from different datasets is also provided (Fig. 1). The Gene Expression Omnibus (GEO) records of studies 1 and 2 were the first time to be released under this study (Data Citation 1 and Data Citation 2), and GEO record of study 3 has already been released with the previous publication (Data Citation 3).

A total of 639 miRNAs were identified, among which 436 miRNAs were expressed in at least one tissue, 202 miRNAs were expressed in all tissues, and 159 miRNAs were expressed in all samples (miRNA_profile, Data Citation 4). 

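Among the 90 samples of the 5 dairy cow tissues, 382 miRNAs were expressed in at least 1 tissue, with CPM above 1 in more than 50% of its samples. Of these, 287 were expressed in all 5 tissues, 23 in 4, 19 in 3, 19 in 2 and 34 in only 1. All 90 samples expressed 224 miRNAs. The number expressed per tissue was 335 in rumen, 336 in duodenum, 336 in jejunum, 326 in liver and 323 in mammary gland. A single sample expressed 320.4 ± 6.2 miRNAs (SD, n = 18) in rumen, 328.2 ± 3.3 (SD, n = 18) in duodenum, 326.2 ± 5.1 (SD, n = 18) in jejunum, 317.7 ± 4.3 (SD, n = 18) in liver and 313.2 ± 13.4 (SD, n = 18) in mammary gland. The spread was widest in mammary gland, where samples expressed between 283 and 324 miRNAs and the total of mapped reads also varied most. In the shallowest of these samples 3 reads were worth 3.20 CPM, so a miRNA near 1 CPM was not reliably detectable there. Raising the threshold to CPM above 5 moved the counts most, to 308 miRNAs in at least 1 tissue and 168 in all samples.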

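By the rule of at least 3 times the highest mean of any other tissue, applied to the 5 dairy cow tissues alone, 12 miRNAs were enriched in rumen, 12 in liver and 12 in mammary gland, and none in duodenum or jejunum. A miRNA that a tissue did not list was given 1 CPM there. In rumen, bta-miR-378 averaged 55197 ± 13140 CPM (SD, n = 18) against 9994 ± 1617 (SD, n = 18) in duodenum, the next tissue. The mean of bta-miR-205 was 33692 ± 7808 CPM (SD, n = 18) in rumen and 3456 ± 2027 (SD, n = 18) in mammary gland. For bta-miR-27a-3p the rumen mean was 11434 CPM, 4.04 times that of jejunum, and for bta-miR-31 it was 4519 CPM, 6.91 times that of liver. The other rumen-enriched miRNAs, by falling mean, were bta-miR-378c, bta-miR-193a-3p, bta-miR-21-3p, bta-miR-210, bta-miR-147, bta-miR-149-5p, bta-miR-378b and bta-miR-27a-5p, with ratios between 3.23 and 14.2. For 3 of the 12, namely bta-miR-193a-3p, bta-miR-21-3p and bta-miR-27a-5p, the lowest rumen sample lay under the highest sample of another tissue.
In liver, bta-miR-122 reached 11021 ± 1144 CPM (SD, n = 18), while mammary gland, the only other tissue to list it, had 7.88 ± 14.4 CPM (SD, n = 18). Liver also held 129073 ± 26364 CPM (SD, n = 18) of bta-miR-22-3p, 3.26 times the rumen mean, and 21245 ± 3902 CPM (SD, n = 18) of bta-miR-101, 3.32 times the mammary gland mean. The remaining liver-enriched miRNAs were bta-miR-451, bta-miR-2285f, bta-miR-874, bta-miR-144, bta-miR-2483-5p, bta-miR-2483-3p, bta-miR-483, bta-miR-543 and bta-miR-2415-3p. For bta-miR-451, bta-miR-144 and bta-miR-543, the lowest liver sample lay under the highest sample of another tissue. As bta-miR-451 and bta-miR-144 also serve here as markers of blood cells, their values depend on blood in the sample. Whether blood content differed between tissues was not tested. Mammary gland had 2591 ± 1899 CPM (SD, n = 18) of bta-miR-99a-5p, 878 ± 634 (SD, n = 18) of bta-miR-2285t and 93.4 ± 20.9 (SD, n = 18) of bta-miR-6522, which were 3.78, 11.9 and 15.8 times the next tissue. Its other enriched miRNAs were bta-miR-96, bta-miR-379, bta-miR-34c, bta-miR-196b, bta-miR-362-3p, bta-miR-502a, bta-miR-2284j, bta-miR-135a and bta-miR-2411-5p. No other tissue listed bta-miR-196b or bta-miR-2284j, and every mammary gland sample of bta-miR-6522 lay above every sample of another tissue. For all the other mammary gland miRNAs, the lowest sample lay under the highest sample of another tissue. The mean of bta-miR-379, 64.3 ± 140.9 CPM (SD, n = 18), was smaller than its own spread between samples. The ratio required changed these counts most, and at 2 times the next tissue they were 31 in rumen, 23 in liver, 24 in mammary gland, 1 in duodenum and 4 in jejunum. The paper's numbers compare each tissue with sera, exosomes and the beef cattle tissues as well, so a miRNA also abundant in one of those is enriched among the 5 tissues only.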

Totally 9, 3, 7, 5, 9, and 1 tissue-enriched miRNAs were identified in rumen, liver, mammary gland, sera, exosomes, and cecum, respectively (miRNA_profile, Data Citation 4). The commonly and uniquely expressed miRNAs between dairy cow and beef steers in duodenum and jejunum were identified and presented in the Figshare Database (miRNA_profile, Data Citation 4). The top 10 miRNAs with the most abundant aligned reads accounted for more than 55% of total miRNA abundance in sera, exosomes and each tissue (Fig. 2a). 

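In the 5 dairy cow tissues, the 10 miRNAs with the highest mean CPM took 67.4% ± 1.6 (SD, n = 18) of mapped miRNA reads in rumen, 71.6% ± 2.4 (SD, n = 18) in duodenum, 70.3% ± 2.4 (SD, n = 18) in jejunum, 76.5% ± 1.3 (SD, n = 18) in liver and 71.003% ± 6.031 (SD, n = 18) in mammary gland. The lowest share of any sample was 65.0%, in mammary gland, and the highest, 85.1%, was in mammary gland too. The largest single share was bta-miR-192 in duodenum, with 25.7% ± 3.4 (SD, n = 18). In jejunum it took 19.4% ± 3.8 (SD, n = 18), behind bta-miR-143 with 21.1% ± 4.2 (SD, n = 18). Rumen was led by bta-miR-143 with 17.4% ± 3.2 (SD, n = 18), followed by bta-miR-27b with 10.4% ± 1.4 (SD, n = 18) and bta-miR-26a with 10.3% ± 2.7 (SD, n = 18). In liver the shares of bta-miR-192, bta-miR-22-3p and bta-miR-143 were 13.8% ± 1.9, 12.9% ± 2.6 and 12.7% ± 2.9 (SD, n = 18 each), so their order lay within the spread between cows. Mammary gland had 14.6% ± 4.6 of bta-miR-143, 13.5% ± 3.8 of bta-miR-148a and 10.5% ± 2.6 of bta-miR-30a-5p (SD, n = 18 each). Only bta-miR-143, bta-miR-26a and bta-miR-27b were among the 10 in all 5 tissues. Summing the 10 largest median CPM values instead moved the result most, to 67.8% in jejunum and 66.1% in mammary gland. Medians of single miRNAs do not add up to the reads of a sample, so these sums are not shares of reads.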

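In the dairy cow tissues, bta-miR-143 and bta-miR-27b were expressed in 90 of 90 samples under all 3 diets. The CPM of bta-miR-143 ranged from 69396 to 294801 over these samples, or from 170878 to 2624688 reads, and that of bta-miR-27b from 15441 to 137532, or from 20387 to 949205 reads. By mean CPM, bta-miR-143 ranked 1 in rumen, jejunum and mammary gland, 2 in duodenum and 3 in liver, and bta-miR-27b ranked 2 in rumen and 7 in each of the other tissues.
The share of bta-miR-143 was 17.4% ± 3.2 (SD, n = 18) in rumen, 16.1% ± 3.0 (SD, n = 18) in duodenum, 21.1% ± 4.2 (SD, n = 18) in jejunum, 12.7% ± 2.9 (SD, n = 18) in liver and 14.6% ± 4.6 (SD, n = 18) in mammary gland. Its log2 fold change in rumen against the other tissues was 0.154 (standard error 0.088, limma adjusted p = 0.103), which did not exceed the spread between samples. The same contrast was -0.438 for liver (limma adjusted p = 4.85e-06) and -0.218 for mammary gland (limma adjusted p = 0.0211). Jejunum exceeded duodenum by 0.386 over all diets (limma adjusted p = 0.00239). With the corn stover cows left out, the difference was 0.173 (limma adjusted p = 0.3003), so it was not shown without them. Fewer samples also weaken that test. The rumen and liver values changed sign under upper-quartile normalization. The share of bta-miR-27b was 10.4% ± 1.4 (SD, n = 18) in rumen, 3.1% ± 0.3 (SD, n = 18) in duodenum, 3.4% ± 0.3 (SD, n = 18) in jejunum, 3.6% ± 0.4 (SD, n = 18) in liver and 3.1% ± 0.7 (SD, n = 18) in mammary gland. The rumen value was a log2 fold change of 1.66 above the mean of the other tissues (standard error 0.06, limma adjusted p = 8.79e-44), and all 18 rumen samples were on the higher side. Across the 15 combinations of tissue and diet, the mean share of bta-miR-143 lay between 11.0% ± 2.0 (SD, n = 6) in mammary gland of cows fed corn stover and 24.6% ± 3.9 (SD, n = 6) in jejunum of cows fed corn stover. For bta-miR-27b the lowest mean share was 2.3% ± 0.5 (SD, n = 6) in mammary gland of cows fed rice straw, and the highest was 11.5% ± 1.4 (SD, n = 6) in rumen of cows fed alfalfa hay. A threshold of CPM above 1000 still left both miRNAs expressed in 90 of 90 samples. Upper-quartile normalization moved the rumen difference of bta-miR-27b most, to a log2 fold change of 1.31. From detection in every sample, under control and experimental conditions alike, the paper takes both miRNAs to be highly conserved across vertebrates.

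**Figure D1:**
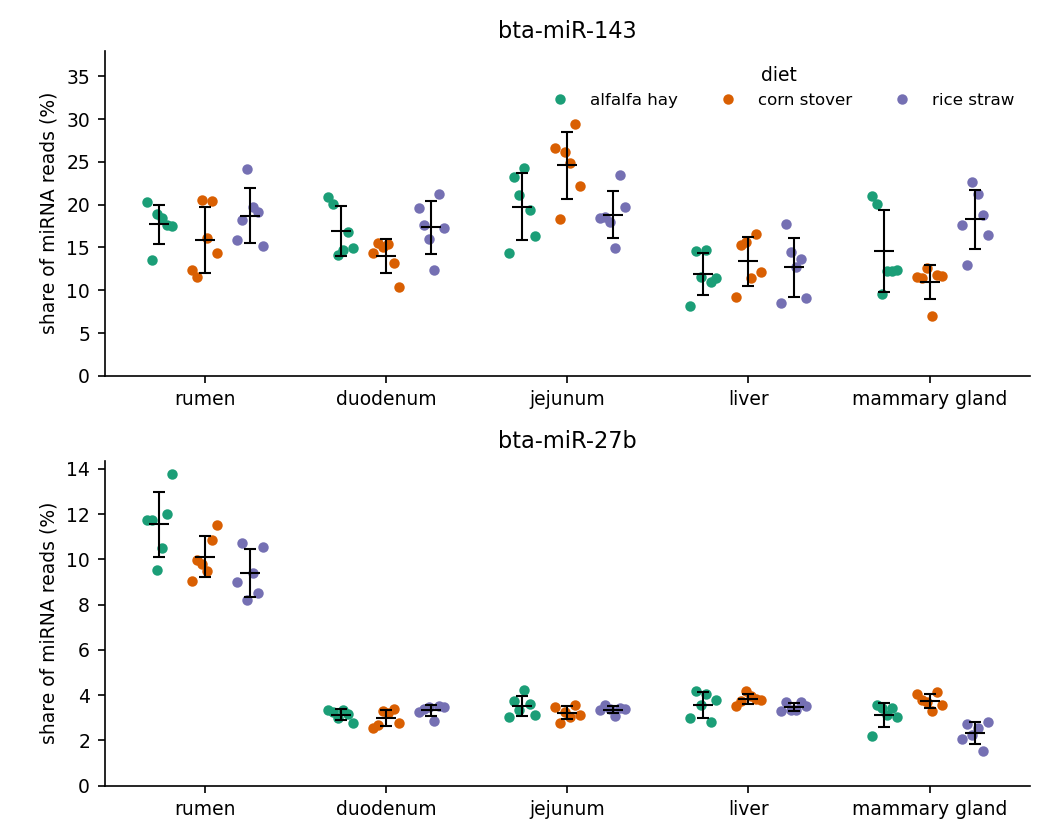
Share of mapped miRNA reads, in percent, taken by bta-miR-143 and bta-miR-27b in each of the 90 samples by tissue and diet, with points for samples and bars for the mean and SD of 6. The rumen samples reach 8.2% to 13.8% for bta-miR-27b, and the samples of bta-miR-143 overlap between tissues.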

Among them, the expression of bta-miR-143 and bta-miR-27b was detected in all samples, which is expressed under both control and experimental conditions in each study (Fig. 2a), confirming that both miR-143 and miR-27b were highly conserved across vertebrates^25,26^. 

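Applied to the 5 dairy cow tissues, the rule for a tissue-specific miRNA was met by 12 miRNAs in rumen, 11 in liver, 5 in mammary gland, 3 in duodenum and 3 in jejunum. Of the miRNAs that the paper lists for rumen, bta-miR-615 had 2.35 ± 1.14 CPM (SD, n = 18) with 17 of 18 samples above 1 CPM, and bta-miR-6527 had 1.91 ± 1.23 CPM (SD, n = 18) with 14 of 18. The rumen mean was 1.88 ± 1.70 CPM (SD, n = 18) for bta-miR-2387, 1.80 ± 1.25 (SD, n = 18) for bta-miR-2344 and 1.32 ± 0.73 (SD, n = 18) for bta-miR-1434-3p, with 13, 12 and 10 samples above 1 CPM. These 5 were listed in rumen alone. For bta-miR-2285s the rumen mean was 1.99 ± 0.88 CPM (SD, n = 18) with 16 of 18 samples above 1 CPM, and mammary gland had 1.00 ± 0.51 CPM (SD, n = 18) with 10 of 18.
In liver, bta-miR-483 averaged 12.7 ± 3.5 CPM (SD, n = 18) and was above 1 CPM in all 18 samples. It was also listed in rumen and mammary gland, at 1.07 ± 0.57 and 1.01 ± 0.67 CPM (SD, n = 18 each), with 9 of 18 samples above 1 CPM in each. The other liver miRNAs of the paper's list were bta-miR-3957 with 1.86 ± 1.74 CPM, bta-miR-1247-3p with 1.85 ± 2.25 CPM, bta-miR-758 with 1.65 ± 0.79 CPM and bta-miR-551b with 1.54 ± 0.90 CPM (SD, n = 18 each), and no other tissue listed them. Among the mammary gland miRNAs, bta-miR-1298 had 2.75 ± 3.80 CPM (SD, n = 18), bta-miR-376d had 1.08 ± 0.82 CPM (SD, n = 18) and bta-miR-2284b had 1.75 ± 1.31 CPM (SD, n = 18). Rumen also listed bta-miR-2284b, at 1.08 ± 0.41 CPM (SD, n = 18) with 9 of 18 samples above 1 CPM. Most of these means lay within 1 SD of 1 CPM, and 3 reads were worth between 0.192 and 3.20 CPM, so the calls sat near the limit of the depth. The values of bta-miR-2285s and bta-miR-2284b are uncertain in a further way, since these belong to large families of similar miRNAs whose reads the alignment could have shared.
Higher values were found among miRNAs specific to 1 of the 5 tissues but absent from the paper's lists, with 11021 ± 1144 CPM (SD, n = 18) of bta-miR-122 and 29.2 ± 17.4 CPM (SD, n = 18) of bta-miR-2483-3p in liver, and 62.6 ± 33.0 CPM (SD, n = 18) of bta-miR-196b and 12.3 ± 4.9 CPM (SD, n = 18) of bta-miR-2284j in mammary gland. Mammary gland listed bta-miR-122 as well, with 9 of 18 samples above 1 CPM. The specific miRNAs of duodenum and jejunum had means between 0.95 and 2.89 CPM. Requiring CPM above 2 had the greatest effect, leaving 0 of the paper's rumen miRNAs, 1 of its liver miRNAs and 0 of its mammary gland miRNAs. Because each was expressed in a single tissue under its definition, the paper calls these miRNAs tissue-specific.

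**Figure D2:**
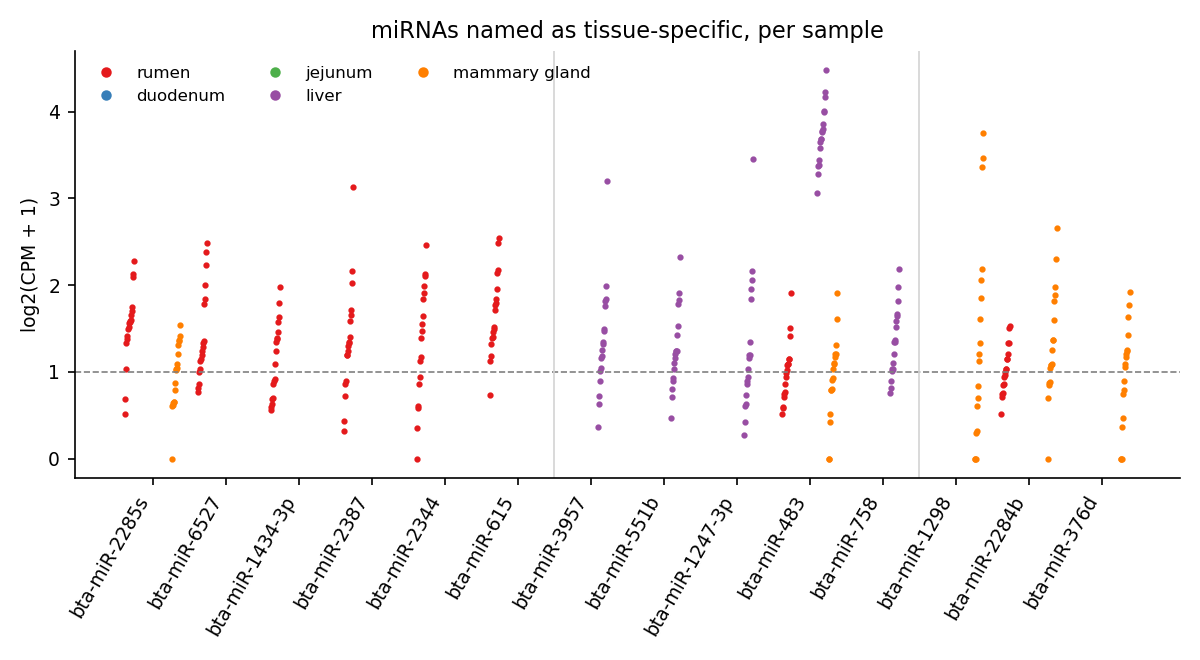
log2(CPM + 1) in each sample of the tissue-specific miRNAs that the paper lists for rumen, liver and mammary gland, with 18 points for every tissue whose files list the miRNA and a dashed line at 1 CPM. Apart from bta-miR-483 in liver at 12.7 CPM, the means lie between 1.00 and 2.75 CPM, beside the threshold of 1 CPM.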

Tissue-specific miRNAs included six rumen-specific miRNAs: bta-miR-2285s, bta-miR-6527, bta-miR-1434-3p, bta-miR-2387, bta-miR-2344, and bta-miR-615; five liver-specific miRNAs: bta-miR-3957, bta-miR-551b, bta-miR-1247-3p, bta-miR-483, and bta-miR-758; three mammary gland-specific miRNAs: bta-miR-1298, bta-miR-2284b, and bta-miR-376d (Fig. 2b). In addition, expression of bta-miR-2284h-5p, bta-miR-2284e, bta-miR-2285y, bta-miR-208b, bta-miR-2457, and bta-miR-7857 were only detected in the circulating fluids (Fig. 2b) and ten specific miRNAs were only identified in sera: bta-miR-935, bta-miR-2285ac, bta-miR-2454-3p, bta-miR-2388-3p, bta-miR-2285l, bta-miR-599, bta-miR-2284m, bta-miR-2453, bta-miR-187, and bta-miR-371. 

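In the dairy cow tissues, bta-miR-184 was listed in rumen, duodenum and jejunum and was unlisted in liver and mammary gland. Its mean was 7.21 ± 6.44 CPM (SD, n = 18) in rumen, 13.2 ± 5.8 CPM (SD, n = 18) in duodenum and 7.15 ± 3.06 CPM (SD, n = 18) in jejunum, with 17, 18 and 18 of 18 samples above 1 CPM. Jejunum was lower than duodenum by a log2 fold change of -0.764 (standard error 0.186, limma adjusted p = 0.00229), in 16 of 18 samples. The second miRNA, bta-miR-212, was listed in duodenum with 5.59 ± 1.91 CPM (SD, n = 18) and in jejunum with 6.24 ± 2.09 CPM (SD, n = 18), above 1 CPM in all 36 samples, and in no other dairy cow tissue. Its log2 fold change between the 2 tissues, 0.119 (standard error 0.139, limma adjusted p = 0.586), was no larger than its error. A pseudocount of 5 CPM, chosen after seeing the data, changed the difference of bta-miR-184 most, to -0.549. The beef cattle gut tissues that the paper counts with these were not analysed here. From the tissues in which each was expressed, the paper calls bta-miR-184 specific to rumen and gut and places bta-miR-212 in the lower gut.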

The bta-miR-184 was rumen and gut tissue specific miRNA and bta-miR-212 was only expressed in lower gut tissues (Fig. 2b). The tissue-specific miRNAs can be used to investigate the unique expression patterns and functions in certain organs/tissues of interests.

This study describes the comprehensive datasets of multi-tissue miRNAome, which provides a valuable resource for bovine functional genomics research and can be re-used by the research community to address additional biological questions on miRNA expression profiles in cattle. The miRNA expression profiling workflow in this study included both tissue and circulating miRNAs that can be applied to human and the other livestock animal research. The information provides applicable clues for the understanding of the roles of miRNAs in tissue development and tissue-specific functions contributing animal production and health.

## Methods

The experimental procedures using dairy cows in study 1 were in accordance with the protocol approved by the Animal Care Committee, Zhejiang University, Hangzhou, P. R. China. All animals used in studies 2 and 3 were managed based on the guidelines established by the Canadian Council of Animal Care^27^ and the experimental procedures were approved by the University of Alberta Livestock Animal Care and Use Committee.

### Samples collection

Totally 150 samples from 11 different tissues and 8 circulating fluid samples in cattle were used in this study. For tissue samples, the rumen epithelium, duodenum, jejunum, liver, and mammary gland samples were collected from 18 mid-lactation Chinese Holstein dairy cows^17^, the duodenum, distal jejunum, proximal jejunum, cecum, spiral colon, and descending colon were collected from 10 British × Continental yearling feedlot beef steers^22^. For the circulating fluid samples, sera and exosomes in the whole blood were extracted from 4 healthy lactating Holstein cow^23^. Two 2 × cm^2^ samples were collected from each tissue after animal were slaughtered and were immediately frozen in liquid nitrogen within 10 min. The whole blood samples were processed with two runs of centrifugation to get the sera: 4 °C, 1,900 × g, 10 min for the first run and 4 °C, 16,000 × g, 10 min for the second run. Exosomes were isolated from the same sera samples using the Total Exosomes Isolation Kit (Invitrogen, Carlsbad, CA, USA). All the samples were stored at −80 °C for further analysis.

### RNA extraction

The frozen tissues were ground to a fine powder in liquid nitrogen before RNA extraction. Totally RNA was extracted from approximately 100 mg ground powder using the mirVana miRNA Isolation Kit (Ambion, Carlsbad, CA, USA) based on the manufacturer’s instruction. For the circulating samples, total RNA in sera was isolated using Total RNA Purification Kit (Norgen, Thorold, ON, Canada) and the total RNA in exosomes was extracted using Total Exosome RNA and Protein Isolation Kit (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s protocols. The concentration of RNA was determined using the Qubit microRNA Assay Kit and the 2.0 Fluorometer (Invitrogen, Carlsbad, CA, USA). The RNA integrity number (RIN) was obtained using the Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA).

### miRNA-Seq library preparation and sequencing

About 1 μg of total RNA from each sample were used to construct small RNA library using the TruSeq Small RNA Sample Preparation kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions which included ligating adapters to 3’ and 5’ end of the RNA molecules, reversely transcribing and amplifying libraries, purifying cDNA, and checking and normalizing libraries. PCR enrichment was performed with 11 cycles. Small RNA libraries were then pooled together in equal amounts for gel purification. All libraries were sequenced at Génome Québec (Montréal, Canada) using the HiSeq 2000 system (Illumina, San Diego, CA, USA) to generate 50 bp single reads.

Totally 11.50 ± 5.60, 15.14 ± 4.14, 11.95 ± 2.46, 9.53 ± 3.96, 11.24 ± 6.88, 3.00 ± 0.70, 3.77 ± 2.00, 4.11 ± 1.58, 3.99 ± 1.38, 7.90 ± 1.44, 3.82 ± 1.13, and 7.54 ± 7.23, 1.79 ± 0.25, 7.90 ± 1.44 million raw reads were generated for rumen, duodenum (dairy cow), jejunum (dairy cow), liver, mammary gland, duodenum (beef steer), distal jejunum (beef steer), proximal jejunum (beef steer), cecum, spiral colon, descending colon tissues, exosomes and sera, respectively (Raw_reads, Data Citation 4).

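For the dairy cow tissues, the reads that mapped to annotated miRNAs were recovered from the steps in the CPM values. They averaged 4529503 ± 1712481 (SD, n = 18) in rumen, 8199526 ± 2782949 (SD, n = 18) in duodenum, 7298209 ± 1693151 (SD, n = 18) in jejunum, 4390327 ± 1475749 (SD, n = 18) in liver and 6190879 ± 3410298 (SD, n = 18) in mammary gland. The paper's numbers are raw reads and count reads that did not map to miRNAs, so the 2 measures are of different things. Depth also varied with diet inside a tissue. In jejunum the median was 5839756.5 mapped reads for cows fed alfalfa hay, 7749734 for corn stover and 8404129.5 for rice straw (n = 6 each). In mammary gland of cows fed alfalfa hay, a single tissue and diet, totals ran from 937556 to 14328839 (n = 6). In the shallowest sample of each tissue 3 reads were worth 0.609 CPM in duodenum, 0.752 in jejunum, 1.283 in rumen, 1.496 in liver and 3.20 in mammary gland.

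**Figure D3:**
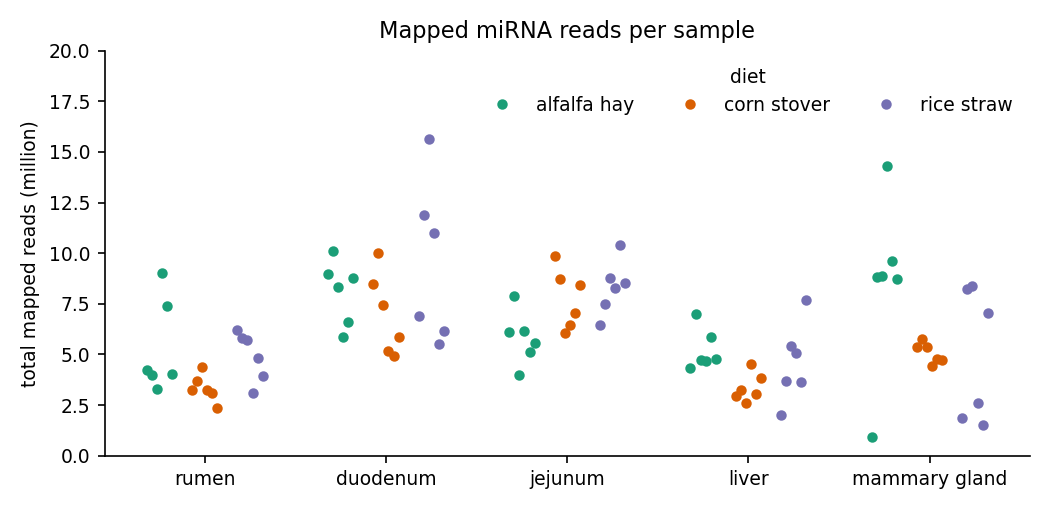
Mapped miRNA reads of each sample by tissue and diet, with 1 point per sample and 6 samples per tissue and diet. Mammary gland has the widest range, from 937556 to 14328839 reads.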

### Sequencing data analysis

Low quality miRNA reads in raw sequence data were removed using Illumina CASAVA (version 1.8) and the reads that passed quality filtering were subjected to sRNAbench (http://bioinfo5.ugr.es/srnatoolbox/srnabench/) for 3’ adaptor sequence trimming and reads length distribution analysis^28^. The sequences with read length larger than 15 nt were aligned to the corresponding miRNA precursor sequences in bovine miRNA database (miRBase, version 22) to identify known miRNAs using sRNAbench with the default parameters (alignment type: bowtie seed alignment; seed length for alignment: 20; minimum read count: 2; minimum read length: 15; allowed number of mismatches: 2; maximum number of multiple mappings: 10). The read counts of identified miRNA in each sample were generated and sorted out into one matrix.

### miRNA profiling comparison among different tissues

One of the main factors contributing to expression variation among tissues is batch effect resulting from different RNA-Seq experiments, which are the systematic non-biological differences between batches (experiments) of samples including PCR amplification and reverse transcription artifacts, systematically bad sequencing cycles and errors in base-calling^29^. To check the batch effect between the samples, we performed relative log expression (RLE) analysis using RUVSeq package in RStudio (version 1.0.136), which is defined as the log-ratio of a read count to the median count across samples for each miRNA. The variables with zero value in more than two-third samples were removed in the data filtering step. The 0 value left was simulated using half of the minimum value before log transformation. The upper-quartile normalization method in *betweenLaneNormalization* function of EDASeq was applied in raw count normalization^30^. The comparable samples should have similar RLE distributions that are centered around zero^31^.

The dimension reduction method, principal component analysis (PCA) was conducted using the RStudio (version 1.0.136). The sparse partial least squares-discriminant analysis (sPLS-DA) was further performed to produce robust and easy-to-interpret models by effectively reducing the number of variables^32^. The number of component and number of variables in each component were set at 5 and 10, respectively. In the heatmap, the top 30 of miRNAs ranked by ANOVA were used to show the most significant different patterns. Euclidean method and Ward algorithm were applied to measure distance and generate clustering respectively.

### Distribution of miRNA expression among different tissues

The expression level of miRNA was assessed using counts per million reads (CPM) with the following formula: CPM = (reads number of one miRNA) ÷ (total mapped reads to all annotated miRNAs) × 10^6^. Expressed miRNA was defined as a miRNA with CPM > 1 in one sample and tissue/organ-expressed miRNA was defined as a miRNA with CPM > 1 in more than 50% of samples in one tissue/organ. Tissue-specific miRNA was defined as a miRNA uniquely expressed in one tissue. Tissue-enriched miRNA was defined as miRNAs in one tissue type at least three times of the maximum levels of all other tissues. The bovine sera, exosomes and 11 tissues were classified into 6 organs: rumen, liver, mammary gland, small intestine (duodenum in dairy cow and beef steer, jejunum in dairy cow, distal and proximal jejunum in beef steer), large intestine (cecum, descending and spiral colon), and blood vessel (sera and exosomes). Organ-specific miRNA was defined as a miRNA uniquely expressed in one organ.

### Code availability

RStudio (version 1.0.136) was used for data reading, normalization, analysis and figure generation of RLE, PCA, sPLS-DA, and heatmap. The related codes are available in the Figshare Database (R_code, Data Citation 4).

## Data Records

All sequencing data have been uploaded to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO). Each dataset contains microRNA expression raw data files (fastq format), processed data files (raw counts of sequencing reads), and a metadata spreadsheet referring to the information about the overall study and individual samples. All data can be used without restrictions. Tables consisting of all the miRNA identified in bovine different tissues and blood and raw reads number in each sample were uploaded to the Figshare Database (Raw_reads, Data Citation 4).

## Technical Validation

The RNA concentration was assessed using the Qubit microRNA Assay Kit and the 2.0 Fluorometer (Invitrogen, Carlsbad, CA, USA). The quality of RNA was evaluated using the Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

RNA samples with the RNA integrity number >7.0 and the ratio of 28 S/18 S ranging from 1.7 to 2.4 were used for small RNA library construction. The RIN numbers of all samples are listed in Figshare Database (RIN_table, Data Citation 4). The quality control of sequencing reads was performed using sRNAbench in sRNAtoolbox (http://bioinfo5.ugr.es/srnatoolbox) with the parameters of minimum adaptor length >10, minimum read count >2, and minimum read length >15. Comparable normalization was conducted using relative log expression analysis. 

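Relative log expression was computed for the 90 dairy cow samples over the 289 miRNAs listed in all 5 tissues, as the natural log of each value over the median of its miRNA. For the reads implied by the CPM steps, the median of a sample lay between -2.92 and 1.02, and its SD over the 90 samples was 0.610. The deposited CPM, already divided by the total of each sample, gave sample medians between -1.08 and 0.299 with an SD of 0.226. Within tissues, the medians of the CPM averaged 0.131 ± 0.087 (SD, n = 18) in rumen, -0.012 ± 0.099 (SD, n = 18) in duodenum, 0.007 ± 0.106 (SD, n = 18) in jejunum, -0.183 ± 0.062 (SD, n = 18) in liver and -0.074 ± 0.424 (SD, n = 18) in mammary gland. The change from implied reads to CPM, made after seeing the data, was the choice that mattered most for the spread before normalization. The samples of sera, exosomes and beef cattle in Fig. 3a were not analysed here. From its boxplots of relative log expression, the paper concludes that normalization between samples was needed.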

As shown in Fig. 3a, the boxplots revealed the need for between-sample normalization. 

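After upper-quartile normalization, the SD of the sample medians over the 90 dairy cow samples fell from 0.226 to 0.0681, and the medians lay between -0.162 and 0.184. By tissue they averaged 0.003 ± 0.051 (SD, n = 18) in rumen, -0.021 ± 0.044 (SD, n = 18) in duodenum, -0.019 ± 0.043 (SD, n = 18) in jejunum, 0.083 ± 0.059 (SD, n = 18) in liver and -0.005 ± 0.082 (SD, n = 18) in mammary gland. The widths of the distributions stayed apart, with a mean interquartile range of 1.06 in mammary gland, 1.03 in liver, 0.89 in rumen, 0.49 in duodenum and 0.49 in jejunum (n = 18 each). Labels and files name no batch, sequencing lane or date within study 1, so no comparison within batches could be made, and the 3 studies could not be compared. The spread depended most on the scaling itself. Scaling by the total count alone left it at 0.226, as it had to, since the deposited CPM are already divided by that total. The paper describes samples roughly centered around zero as the ideal appearance of data freed of batch effects.

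**Figure D4:**
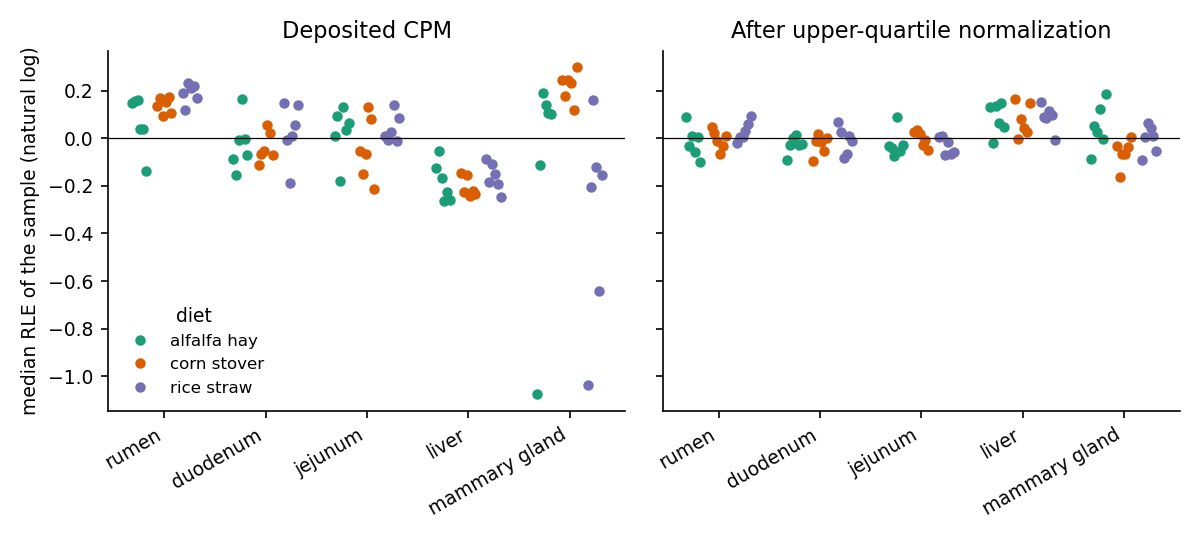
Median relative log expression (natural log) of each of the 90 samples before and after upper-quartile normalization, by tissue, with 1 point per sample. Before normalization the points reach from -1.08 to 0.299, and afterwards from -0.162 to 0.184.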

After the RLE normalization of miRNA read counts, the 158 samples in bovine sera, exosomes, and 11 different tissues were centered around zero roughly (Fig. 3b), which represent ideal appearance of batch effect elimination^33^. 

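A principal component analysis of the 90 dairy cow samples used the upper-quartile normalized log2 values of the 289 shared miRNAs, in which 62 zeros were replaced. The first 3 components held 30.4%, 26.7% and 18.6% of the variance. The mean silhouette width, which is near 1 for samples far from every other tissue and below 0 for samples nearer another tissue than their own, was 0.790 ± 0.040 (SD, n = 18) in rumen, 0.852 ± 0.084 (SD, n = 18) in liver and 0.825 ± 0.054 (SD, n = 18) in mammary gland. In these 3 tissues, all 18 samples had a nearest neighbour of their own tissue. Distances between the centroids of rumen, liver, mammary gland and the gut tissues were between 27.6 and 33.4, against mean distances of samples to their own centroid of 4.15 in rumen, 2.76 in liver and 3.35 in mammary gland. Computing the components on the linear scale changed the widths most, to 0.874 in rumen, 0.693 in liver and -0.244 in mammary gland.
Among the 289 miRNAs, 227 differed between rumen and the mean of the other 4 tissues at a limma adjusted p under 0.05, of which 84 were lower in rumen and the rest higher. For liver there were 246, of which 88 were higher and 158 lower, and for mammary gland 219, of which 102 were higher and 117 lower. The largest changes in rumen were in bta-miR-375, with a log2 fold change of -5.98 (standard error 0.18, limma adjusted p = 3.34e-52), and bta-miR-147, with 4.85 (standard error 0.17, limma adjusted p = 2.36e-46). In liver, bta-miR-200c changed by -6.00 (standard error 0.14, limma adjusted p = 9.76e-62) and bta-miR-141 by -5.24 (standard error 0.16, limma adjusted p = 4.65e-50). In mammary gland the extremes were bta-miR-194 with -4.77 (standard error 0.11, limma adjusted p = 1.64e-60) and bta-miR-2285t with 4.22 (standard error 0.18, limma adjusted p = 6.80e-40). Each of these held in 18 of 18 samples of its tissue. The next largest were bta-miR-215, bta-miR-192 and bta-miR-194 in rumen, between -4.53 and -4.30, then bta-miR-10b, bta-miR-200a and bta-miR-200b in liver, between -5.22 and -4.46, and bta-miR-192, bta-miR-215 and bta-miR-6522 in mammary gland, at -4.70, -4.58 and 4.18.
The labels give the same diet and replicate numbers in each tissue, and the pairing of samples as tissues of 1 cow is taken from these labels. With the cow as a block, 225 miRNAs differed in rumen, 245 in liver and 218 in mammary gland. The check of this pairing correlated, across miRNAs, the deviations of samples from the mean of their tissue and diet. It gave a mean r of 0.0687 for 180 pairs with the same label against -0.0138 for different labels (permutation p = 0.0001, the smallest that 10000 permutations give). For rumen with each other tissue, the permutation p lay between 0.0747 and 0.361, so the check did not bear out the pairing of rumen samples. It was 0.304 for duodenum with mammary gland and 0.153 for jejunum with liver. The permutation p of the remaining pairs of tissues was 0.0483 or lower. From the separation in the 3-D plot, the paper concludes that the profiles of mammary gland, rumen and liver were apart from those of lower gut tissues.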

The miRNA expression profiles of sera and exosomes were mostly separated from those of other tissues in the 3-D PCA plot, meanwhile, those of mammary gland, rumen, and liver were also separated from lower gut tissues (Fig. 4a). The miRNA expression profiles in these gut tissues including dairy cow duodenum and jejunum, beef cattle duodenum, distal jejunum, proximal jejunum, cecum, spiral colon and descending colon didn’t show obvious discriminations (Fig. 4a). 

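For the dairy cow duodenum and jejunum, the mean silhouette width in the first 3 components was 0.204 ± 0.173 (SD, n = 18) and -0.061 ± 0.216 (SD, n = 18). Below 0 were 2 of 18 duodenum and 10 of 18 jejunum samples. The nearest neighbour was of the same tissue for 10 duodenum and 12 jejunum samples, and for 84.4% of all 90 samples (Wilson 95% interval 75.6% to 90.5%). That interval takes the 90 samples as independent with a common rate. The samples come from 18 cows and the rate differed between tissues, so it serves only as a limit for the alternatives. The centroids of duodenum and jejunum were 1.49 apart, against 27.6 or more for any other pair of tissues and mean distances to their own centroid of 1.37 and 1.86. This small distance was still larger than label permutation gave (permutation test, 100000 resamples, p = 0.003). With the tissue labels swapped within each cow as a block, the permutation p was 0.01.
Fitted on their 36 samples, 80 of 331 miRNAs differed between duodenum and jejunum at a limma adjusted p under 0.05, 47 higher and 33 lower in jejunum, and 4 of these by at least 2-fold. The largest changes toward jejunum were in bta-miR-196a, with a log2 fold change of 2.64 (standard error 0.44, limma adjusted p = 3.02e-05) in 18 of 18 samples, and bta-miR-10a, with 1.69 (standard error 0.25, limma adjusted p = 8.17e-06) in 18 of 18. The corresponding change was 1.15 for bta-miR-223 (standard error 0.20, limma adjusted p = 4.81e-05) in 17 of 18 samples and 1.08 for bta-miR-10b (standard error 0.19, limma adjusted p = 4.95e-05) in 18 of 18. Lower in jejunum was bta-miR-215, with -0.950 (standard error 0.222, limma adjusted p = 0.00169) in 17 of 18 samples. The median size of the log2 fold change over the 331 miRNAs was 0.166, where the same median for rumen, liver and mammary gland against the other tissues was 0.833, 0.851 and 0.676.
With the cow as a block, a pairing taken from the diet and replicate number in the labels, 82 miRNAs differed, 48 higher and 34 lower. Deviations of samples with the same label had a mean r of 0.197 across miRNAs over 18 pairs, against -0.0397 for different labels (permutation p = 0.0001, the smallest that 10000 permutations give). Reads of bta-miR-10a and bta-miR-10b, which are near-identical, could have been shared in the authors' alignment, so their separate values are uncertain to that extent. Among the scalings, filters and blocks tried on all 36 samples, trimmed-mean scaling, chosen after seeing the data, moved the number of miRNAs most, to 105. With the corn stover cows left out, 38 differed in the remaining 24 samples. The beef cattle gut tissues were not analysed here. The paper reads the overlap of the gut tissues in its plot as no obvious discrimination between them.

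**Figure D5:**
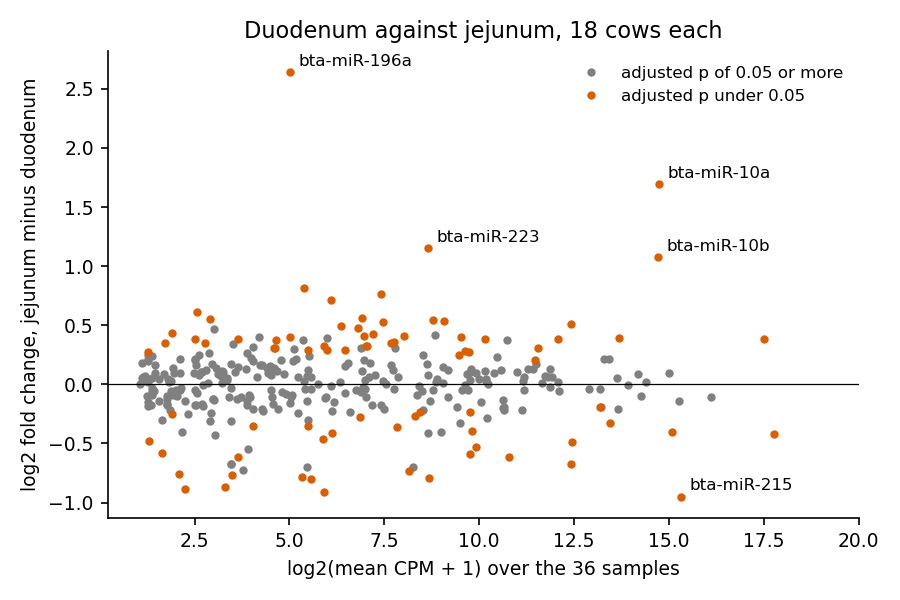
log2 fold change of jejunum over duodenum for each of the 331 miRNAs against its log2(mean CPM + 1) over the 36 samples, with the 80 at a limma adjusted p under 0.05 in colour. The 5 labelled miRNAs are those with the largest changes, from 2.64 for bta-miR-196a to -0.950 for bta-miR-215, and most others lie close to 0.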

The sPLS-DA plot displayed four significantly different clusters based on overall miRNA expression profiles: 1) sera and exosomes; 2) liver; 3) mammary gland; 4) rumen and gut tissues (Fig. 4b). 

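The sPLS-DA was run on the 90 dairy cow samples with the 5 tissues as classes and the paper's settings of 5 components and 10 miRNAs per component. In its first 3 components, grouping the samples as liver, mammary gland, and rumen with gut gave a mean silhouette width of 0.654 ± 0.180 (SD, n = 90), made up of 0.834 ± 0.078 (SD, n = 18) for liver, 0.836 ± 0.046 (SD, n = 18) for mammary gland and 0.534 ± 0.122 (SD, n = 54) for rumen and gut. No sample had a negative width. The components were fitted to separate these 5 classes in the same 90 samples, with none held out. High widths are thus partly built in, and they describe the plot without testing the separation. With rumen counted apart from duodenum and jejunum, the mean width was 0.864 ± 0.058 (SD, n = 90), with 0.847 ± 0.031 (SD, n = 18) in rumen and 0.908 ± 0.028 (SD, n = 36) in gut. With 5 separate tissues it was 0.545 ± 0.377 (SD, n = 90), and duodenum and jejunum fell to 0.145 ± 0.215 (SD, n = 18) and 0.087 ± 0.183 (SD, n = 18). The miRNAs with the largest weights on component 1 were bta-miR-99a-3p, bta-miR-30a-5p and bta-miR-130b, on component 2 bta-miR-27a-3p, bta-miR-450b and bta-miR-450a, and on component 3 bta-miR-505, bta-miR-30e-5p and bta-miR-200c. The use of all 5 components in place of 3 moved the widths most, to 0.527 for the grouping with rumen and gut together and 0.692 for the grouping with rumen apart. Sera and exosomes, the first of the paper's clusters, were not analysed here. The paper reads its plot as showing liver and mammary gland in clusters of their own, and rumen and gut tissues in another.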

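For the dairy cow tissues, the 289 shared miRNAs were ranked by their F statistic across the 5 tissues, and the 90 samples were clustered on the 30 with the largest F by Euclidean distance and the Ward algorithm. A cut into 4 clusters gave 1 with the 18 liver samples, 1 with the 18 mammary gland samples, 1 with the 18 rumen samples and 1 with all 36 duodenum and jejunum samples. The largest F statistics were 1828 for bta-miR-194, 1646 for bta-miR-192, 852 for bta-miR-193b and 754 for bta-miR-365-3p. Of the miRNAs in Fig. 4c that the 5 tissues share, bta-miR-378 ranked 7, bta-miR-378c 9, bta-miR-2285f 12, bta-miR-30a-5p 13, bta-miR-210 15, bta-miR-6522 17, bta-miR-27a-3p 21 and bta-miR-147 23. By contrast bta-miR-27b ranked 51 and bta-miR-143 ranked 280 of 289. Some tissues did not list bta-miR-205 or bta-miR-122, so these were not ranked. A cut into 5 clusters had the largest effect, and it divided the mammary gland samples into 14 and 4 while duodenum and jejunum stayed together. The placing of duodenum and jejunum samples in a common cluster is what the paper describes for its gut tissues, in which samples did not cluster by their own tissue.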

The individual samples in different gut tissues were grouped in one cluster rather than clustering within corresponding tissues in the heatmap with the top 30 most different expressed miRNAs (Fig. 4c).

## Additional information

**How to cite this article**: Sun, H.-Z. *et al*. MicroRNA expression profiles across blood and different tissues in cattle. *Sci. Data*. 6:190013 https://doi.org/10.1038/sdata.2019.13 (2019).

**Publisher’s note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

## Figures and Tables

**Figure 1:**
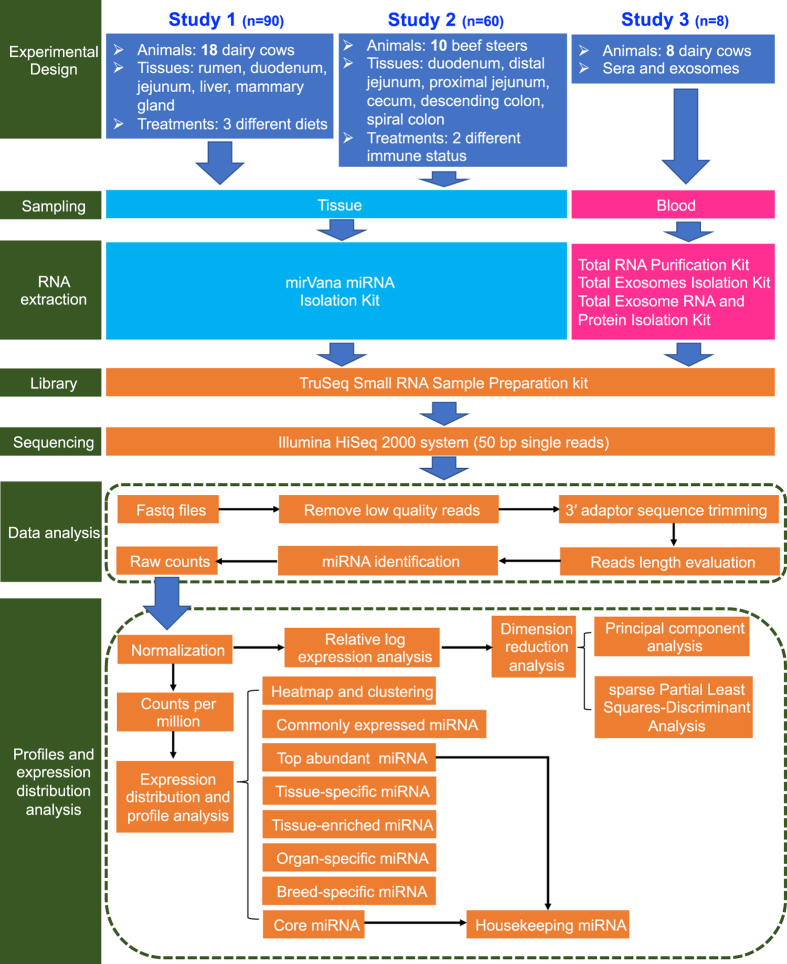
The workflow of collecting data and technical analysis in this study.

**Figure 2:**
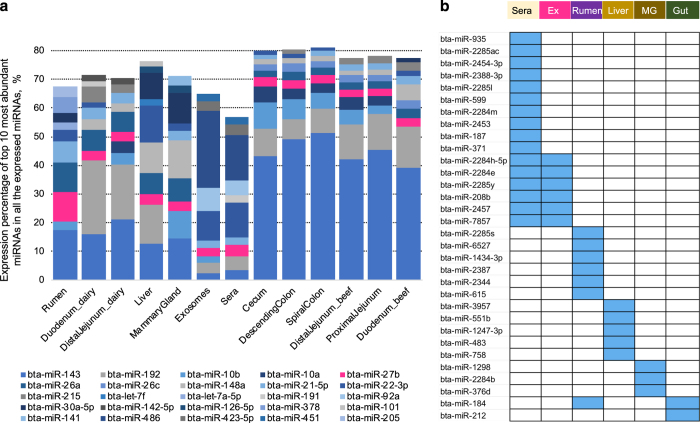
Top 10 highly expressed microRNAs (miRNAs) and uniquely expressed miRNAs in the bovine sera, exosomes and 11 different tissues. **a**. The top 10 miRNAs with the highest expression levels in the bovine sera, exosomes and 11 different tissues. The bta-miR-143 and bta-miR-27b are labeled in blue and pink respectively. **b**. The uniquely expressed miRNAs in the sera, exosomes, rumen, liver, mammary gland, and gut-related tissues. Ex = exosomes; MG = mammary gland.

**Figure 3:**
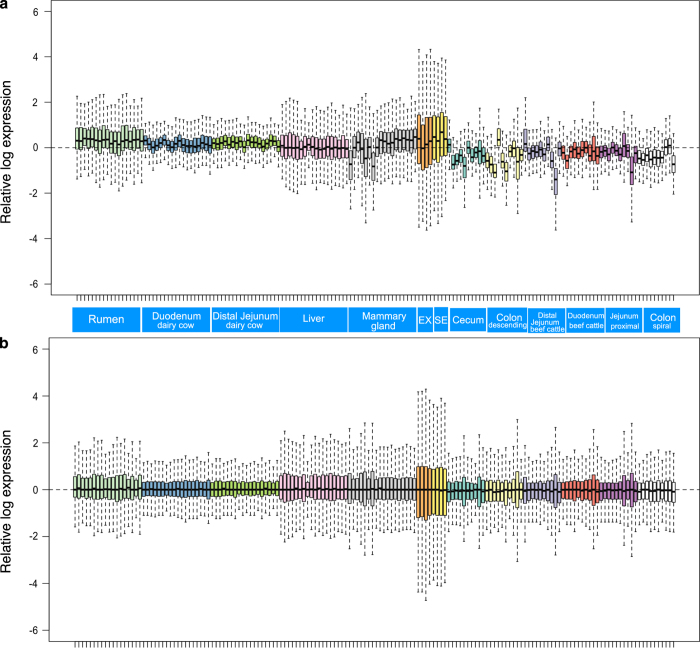
Relative log expression analysis (RLE) of 158 samples based on their microRNA raw counts data. Samples in different tissues were displayed in different colors. **a**. The Boxplots of un-normalized sample RLE. **b**. Boxplots of normalized sample RLE. EX = exosomes, SE = sera.

**Figure 4:**
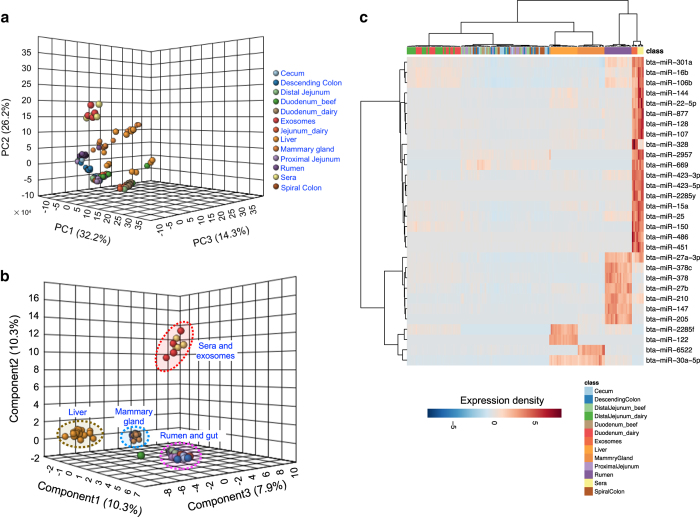
The discriminating profiles of microRNAs (miRNAs) expression in different tissues. **a**–**c** represent the 3-D PCA plot, 3-D sPLS-DA plot, and the heatmap of the miRNAs expression in the bovine sera, exosomes and 11 different tissues. Each tissue was displayed using different colors. PCA = principal component analysis; sPLS-DA = sparse partial least squares-discriminant analysis. The 11 tissues include dairy cow rumen, duodenum, jejunum, liver and mammary gland, beef cattle duodenum, distal jejunum, proximal jejunum, cecum, spiral colon and descending colon.

How the deposited data were processed for this re-analysis (not part of the article)

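The 90 dairy cow samples of study 1 were analysed, 18 each from rumen, duodenum, jejunum, liver and mammary gland, with 6 per tissue from cows fed rice straw, corn stover or alfalfa hay. The beef cattle tissues, the sera and the exosomes were not analysed here. Groups, diets and replicate numbers were taken from the labels of the samples, and no batch, lane or date is given there.

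The authors filtered the raw reads for quality, trimmed adaptors and aligned reads longer than 15 nt to bovine miRNA precursors with sRNAbench, then divided the reads of each miRNA by the total mapped to all annotated miRNAs to give CPM, which is the unit of the deposited values. The paper describes the deposited files as raw counts, but the values were not whole numbers and summed to just under the CPM total in each sample, so they were used as CPM. The deposited CPM of a tissue covered the same miRNAs in all 18 samples, 340 in rumen, 338 in duodenum, 337 in jejunum, 330 in liver and 328 in mammary gland, each above 1 CPM in at least 9 samples. A miRNA that a tissue did not list has no value in the files analysed here, and it was treated as not expressed in that tissue. For the tissue-enriched rule it was set to 1 CPM. Comparisons across tissues used the 289 miRNAs listed in all 5, out of 388 in any.

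In each sample the low CPM values were whole multiples of a single step. The step was taken as 1 read, and the totals of mapped reads so recovered ranged from 937556 to 15621501, with a median of 5778304.5. The precision follows from these totals, since 3 reads were worth between 0.192 CPM in the deepest sample and 3.20 CPM in the shallowest. No pair of samples was identical. The authors' alignment allowed mismatches and up to 10 mappings per read, so reads of near-identical family members, such as bta-miR-27a-3p and bta-miR-27b, bta-miR-10a and bta-miR-10b, bta-miR-192 and bta-miR-215, the bta-miR-378 family and the bta-miR-2284 and bta-miR-2285 families, could have been shared between them, and their separate values are uncertain to that extent.

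Expressed, tissue-specific and tissue-enriched miRNAs followed the paper's definitions, with CPM above 1 in more than 50% of the samples of a tissue and a ratio of 3 to the highest other tissue. Shares are percent of mapped miRNA reads, as the CPM gives them. The tests chosen before the processed files arrived were for counts. Because the files hold CPM, groups were instead compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend) on log2(CPM + 1), without further scaling, with Benjamini-Hochberg adjustment and a threshold of 0.05. A miRNA entered a fit when it had CPM above 1 in more than 50% of the samples of at least 1 tissue in the fit and was listed in every tissue of the fit. Rumen, liver and mammary gland were each contrasted with the mean of the other 4 tissues in a fit of all 90 samples, jejunum with duodenum in a fit of 36, and the 3 diets were compared by an F test within the 18 samples of each tissue. Every fit was repeated with a replicate block, the cow (diet and replicate number) for tissues and the replicate number for diets.

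Relative log expression used the natural log, upper-quartile scaling at 75 percent and zeros set to a fraction of the smallest value as the paper describes. Principal components (numpy 2.4.6), silhouette widths (scikit-learn 1.9.0), hierarchical clustering (scipy 1.17.1) of the 30 miRNAs with the largest F statistic, and sPLS-DA (mixOmics 6.26.0) with 5 components of 10 miRNAs used the same upper-quartile normalized log2 values. The distance between duodenum and jejunum was tested with 100000 label permutations and the pairing of samples with 10000. Tables were handled with pandas 2.3.3 and Python 3.11.15.

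The limma fits were tested on simulated data with 60 miRNAs changed by a log2 fold change of 1. The tissue fit recovered 60 of them, and so did the fit of duodenum against jejunum with and without the block. The diet fits recovered 38 in rumen, 53 in duodenum, 54 in jejunum, 39 in liver and 18 in mammary gland, so fewer of the diet differences of this size would be found in rumen, liver and mammary gland than in duodenum and jejunum.

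The miRNAs named in the text were chosen by a rule set before the files arrived. They are those the paper names, the 10 most abundant per tissue, those meeting the specific or enriched rule (at most 10 per tissue were to be given, and the names of the others are also listed), and for each comparison the 5 with the largest change among those past the threshold with a mean of at least 10 CPM.

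Alternatives covered the expression threshold, the low-value filter, the normalization, the pseudocount, the enrichment ratio, the replicate block, the scale of the principal components, the number of sPLS-DA components and miRNAs, and the heatmap settings. The pseudocounts of 0.1 and 5 CPM, the trimmed-mean scaling (30 percent of M values and 5 percent of A values trimmed), the reads implied by the CPM steps, 1 CPM added to every value in the relative log expression and the unscaled heatmap were chosen after seeing the data. Alternatives that need counts were left out because the files hold CPM, and the reads implied by the CPM steps were not used for them. Alternatives that need values for unlisted miRNAs were left out for want of these values, except those without a filter. There, unlisted miRNAs were entered as zeros, which are not measured values.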

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

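Among 105 groups of 6 samples tested for a sample far from the others, 6 were flagged, and 5.25 would be expected by chance, so the flags as a set are no more than chance gives. Except where stated, the predictions for the explanations weighed below were written before the test was run.

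In mammary gland of cows fed alfalfa hay, replicate 1 expressed 283 miRNAs where the other 5 samples expressed between 314 and 324. This sample had the fewest mapped reads of all, 937556. When the other 5 samples were thinned to the same number of reads they still expressed 316.3 miRNAs on average, so low depth alone was not enough. The same sample had a median relative log expression of -1.076, against -0.113 to 0.189 in the others. Its top 10 share was 85.1%, against 68.7% to 75.2% in the others. When the 10 most abundant miRNAs were left out, the sample had a median of -0.01618 against 0.435 to 0.539, closer to the others but still below them. After upper-quartile normalization its median was -0.0890, against -0.0052 to 0.184. Reads taken by a few miRNAs may thus account for part of the offset, though not for all of it by this test. The sample was not alone in mammary gland. Rice straw replicate 1 expressed 285 miRNAs from 1875290 mapped reads, with a median of -1.039 and a top 10 share of 84.5%. Rice straw replicate 5 expressed 291 from 1527304 reads, with a median of -0.643 and a top 10 share of 72.4%. These replicates were not flagged within their own group, which enters the diet comparison below. No biological explanation was tested.

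In duodenum of cows fed alfalfa hay, replicate 4 had 68.39 CPM on unlisted miRNAs, against 44.66 to 52.72 in the other 5. The gap was 3.536 standard errors of the read numbers, more than sampling noise of the reads gives. That error leaves out differences between cows, so the test does not show the sample to be unusual. In liver of cows fed corn stover, replicate 5 had 64.75 CPM on unlisted miRNAs, against 47.08 to 52.30, and here the gap was 1.993 standard errors, so sampling noise remains as an explanation. Which miRNAs these reads belong to is not in the files analysed here.

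The share of bta-miR-143 in mammary gland of cows fed corn stover was 6.94% in replicate 4 and 11.4% to 12.6% in the others. The share of bta-miR-27b in duodenum of cows fed rice straw was 2.84% in replicate 4 and 3.26% to 3.50% in the others. If other abundant miRNAs had displaced them, leaving the other 9 most abundant out of the total would have brought the samples closer. The gap stayed at 0.8338 of the range for bta-miR-143 and 0.631 for bta-miR-27b, above the critical value of 0.625. No biological explanation was tested.

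The paper pools the diets within each tissue, and differences between diets were flagged as a signal it does not report. Of the miRNAs tested by limma at an adjusted p under 0.05, 5 of 335 differed between diets in rumen, 80 of 336 in jejunum and 12 of 323 in mammary gland. In duodenum it was 0 of 336, with a smallest adjusted p of 0.301, and in liver 0 of 326, with 0.519. Of 100 splits of the 18 samples of a tissue into 3 groups of 6, the real one included, as many miRNAs were found in 2 for rumen, 1 for jejunum and 2 for mammary gland. For duodenum and liver, where the real number is 0, all 100 did. The predictions for the splits were written after the numbers of miRNAs had been seen. Whether the effect of diet differs between tissues was not tested. Each adjusted p of a diet result is that of the F test over the 3 diets. The fold change given with it is that of the 2 diets furthest apart, a pair not tested on its own.

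With the replicate number as a block across the diets, 3 miRNAs differed in rumen, 74 in jejunum, 55 in mammary gland, 0 in duodenum and 0 in liver. The pairing is taken from the labels, and different diets are different cows. Deviations of samples with the same number had a mean correlation across miRNAs of 0.155 in rumen (permutation p = 0.0197), -0.047 in jejunum (permutation p = 0.851), 0.0705 in mammary gland (permutation p = 0.0948), 0.0681 in duodenum (permutation p = 0.0858) and 0.0161 in liver (permutation p = 0.382). Only in rumen did samples with the same number resemble each other by this measure, and it is not known what the numbers stand for across diets.

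In jejunum the cows fed corn stover stood apart, since the largest of the 3 diet differences involved corn stover for all 80 miRNAs. The largest change was in bta-miR-1271, with 9.3 ± 2.0 CPM (SD, n = 6) on corn stover and 60.006 ± 26.161 (SD, n = 6) on alfalfa hay. Its log2 fold change was -2.47 (standard error 0.23, 6 of 6 samples), and the limma F test adjusted p was 1.03e-07. The fold changes of corn stover over alfalfa hay were 2.45 for bta-miR-196a, -1.73 for bta-miR-99b, -1.71 for bta-miR-100 and -1.64 for bta-miR-379. Each held in 6 of 6 samples on the log2 scale, with a limma F test adjusted p of 0.0131 or lower. The change of bta-miR-196a came mainly from replicates 1, 2 and 6, with 197, 324 and 310 CPM. Replicates 3, 4 and 5 had 13.2, 16.7 and 27.7 CPM. The smallest adjusted p, 5.91e-08 in limma, was that of bta-miR-92a, with 11868 ± 1573 CPM (SD, n = 6) on corn stover, 4306 ± 582 (SD, n = 6) on alfalfa hay and 4214 ± 806 (SD, n = 6) on rice straw. With the depth as a covariate 73 miRNAs remained, which speaks against depth. Blood cells in the sample were tested through bta-miR-451, bta-miR-144 and bta-miR-486, whose mean log2 difference was 0.2383, and smooth muscle through bta-miR-1, bta-miR-133a, bta-miR-143 and bta-miR-145, whose mean was -0.3576 with markers differing in direction, so neither test was met. The prediction for smooth muscle in jejunum was written after the value of bta-miR-1 had been seen. For a library batch shared by the corn stover cows in all tissues, the corn stover difference in jejunum was correlated across miRNAs with that of each other tissue. The correlation was 0.3612 in rumen, 0.157 in mammary gland, -0.275 in duodenum and -0.269 in liver. The largest lay between the limits set for and against a batch, so a batch shared with rumen was not excluded, while the negative values in duodenum and liver speak against a batch common to all tissues. A batch of the 6 jejunum libraries alone has no label, so diet and such a batch cannot be told apart. An effect of diet may underlie the difference, as a hypothesis.

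In rumen the samples of cows fed alfalfa hay differed. The mean of bta-miR-1271 was 358 ± 310 CPM (SD, n = 6) on alfalfa hay, 21.7 ± 2.7 (SD, n = 6) on corn stover and 18.8 ± 4.5 (SD, n = 6) on rice straw. Its log2 fold change from alfalfa hay to rice straw was -3.11 (standard error 0.74, 6 of 6 samples), and the limma F test adjusted p was 0.0428. The other miRNAs were bta-miR-100 with -2.23, bta-miR-99b with -1.97, bta-miR-155 with 1.18 and bta-miR-331 with 1.09, with limma F test adjusted p between 0.0322 and 0.0428. With the depth as a covariate 0 remained. The depth itself did not set alfalfa hay apart, with a mean of 5327842 mapped reads on alfalfa hay, 4924620 on rice straw and 3336046 on corn stover (n = 6 each), and the 5 calls lay near the threshold, so their loss does not show depth as the cause. The smooth muscle markers had a mean difference of 0.1884 and differed in direction, which does not point to smooth muscle.

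In mammary gland all 12 miRNAs differed most between rice straw and corn stover, and the 5 largest were lower on rice straw. Their log2 fold changes were -2.13 for bta-miR-362-3p, -2.13 for bta-miR-499, -2.07 for bta-miR-429, -2.01 for bta-miR-144 and -1.97 for bta-miR-128, in 6 of 6 samples. The limma F test adjusted p was 0.0434 for each. The depth as a covariate raised the number to 113. The epithelial markers bta-miR-141, bta-miR-200a, bta-miR-200b and bta-miR-200c were all lower on rice straw, by -0.9716 log2 on average, as predicted for a smaller share of epithelium. However, the median relative log expression of the CPM ran from -1.04 to 0.159 on rice straw and from 0.118 to 0.299 on corn stover (n = 6 each). The typical miRNA thus tended to be lower on rice straw too, and the markers were not set against that offset. The test therefore cannot tell a smaller share of epithelium from a general shift of the CPM. The prediction for epithelium was written after values of the epithelial family had been seen.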

How the results depend on the processing

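A count of miRNAs or samples is called unchanged when it stayed within 1.5 times its main value, a share of reads or a silhouette width when it moved by less than 1 SD between samples, a spread of medians by less than 1 SD between replicates, the share of nearest neighbours when it stayed in its 95% confidence interval, and a tested difference when it kept its direction and its side of the threshold. By these limits 93 of 129 results were unchanged under every alternative, among them 35 of the 54 headline results, and 677 of 741 alternative values were unchanged. Within these limits throughout, though not identical, were the numbers of expressed miRNAs, the shares of bta-miR-143 and bta-miR-27b, the numbers of miRNAs that differ between tissues and between duodenum and jejunum, the diet results in duodenum, jejunum and liver, the distance between duodenum and jejunum, and the heatmap clusters. The alternatives were set before the processed files arrived, except the pseudocounts, the trimmed-mean scalings, the implied reads, the 1 CPM added in the relative log expression and the unscaled heatmap, which were chosen after seeing the data.

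The 10 largest median CPM values of jejunum summed to 67.8%, which is not a share of reads. High values of bta-miR-10a and bta-miR-10b in part of the samples count for less in a median. The tissue-specific calls depended on the threshold because most of these miRNAs lie between 1 and 2 CPM. With CPM above 2, rumen had 4 specific miRNAs, and 0 of the paper's rumen list, 1 of its liver list and 0 of its mammary gland list met the rule. With CPM above 5, rumen had 6 and mammary gland 9, and 0, 1 and 0 of the paper's 3 lists did. CPM rescaled by a trimmed mean gave 3 specific miRNAs in mammary gland, 1 of the paper's list there, and 1 enriched miRNA in jejunum. At 2 times the next tissue, enriched miRNAs numbered 31 in rumen, 1 in duodenum, 4 in jejunum, 23 in liver and 24 in mammary gland, and at 5 times 7 in liver and 6 in mammary gland.

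The diet results in rumen and mammary gland changed with nearly every choice. Keeping only miRNAs above 10 CPM gave 8 in rumen and 21 in mammary gland. Fewer tests were then adjusted for and low values dropped out, but what raised the numbers was not tested. The replicate number as a block gave 3 in rumen and 55 in mammary gland. In mammary gland a pseudocount of 0.1 gave 0 and a pseudocount of 5 gave 19, so low values with few reads weigh on this result.

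The spread of sample medians before normalization was 0.610 for the reads implied by the CPM steps, which still carry depth. After normalization it was 0.0212 without the filter, 0.0315 with trimmed-mean scaling and 0.226 with scaling by the total count. The value without the filter rests on zeros entered for unlisted miRNAs, so it is not a measured spread. Scaling by the total count leaves the pull of the most abundant miRNAs in place. It had to return the spread of the deposited CPM, which are already divided by that total. On the linear scale, where a few abundant miRNAs dominate the components, the silhouette width was 0.874 in rumen, 0.693 in liver and -0.244 in mammary gland. Scaling each miRNA to unit variance gave 0.747 in mammary gland, and sPLS-DA components 1 to 5 gave 0.692 with rumen apart from gut.

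Some miRNAs changed sign with the normalization, because scaling shifts all miRNAs of a tissue together and moves changes near 0 across it. Upper-quartile normalization turned the log2 fold change in rumen to -0.194 for bta-miR-143 and -0.257 for bta-miR-30a-5p, and in liver to 0.111 for bta-miR-143, 0.320 for bta-miR-27b and 0.1503 for bta-miR-210. Trimmed-mean scaling gave -0.176 and -0.239 in rumen, and in liver 0.186 for bta-miR-27b and 0.0177 for bta-miR-210. Of the values of named miRNAs, 16 others lost and 4 gained significance.

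The DESeq2 and edgeR TMM alternatives were not run because the files hold CPM, and the reads implied by the CPM steps were not used for them. CPM above 0.5, expression in any sample, and absence in the other tissues were not run because the values of unlisted miRNAs are not in the files analysed here. No further scaling, set as an alternative, became the main setting. Depth limits calls near 1 CPM, since 3 reads were worth up to 3.20 CPM in mammary gland, 1.496 in liver and 1.283 in rumen.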

Differences from the paper's values

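No value that could be set beside one of the paper's differed by the margin used here. The top 10 share in rumen was 67.4%, where the paper's value is about 67% in Fig. 2a, read by eye, and the other tissues were as close. On the rumen-specific list, the paper includes bta-miR-2285s. In the files analysed here it was expressed in rumen, in 16 of 18 samples, and also in mammary gland, with 1.00 ± 0.51 CPM (SD, n = 18) and 10 of 18 samples above 1 CPM, so 5 of the paper's rumen miRNAs met the rule among the 5 tissues. With CPM above 2 or above 5, no tissue expressed bta-miR-2285s, so no alternative set before the files arrived placed it in rumen alone. CPM rescaled by a trimmed mean, a setting chosen after seeing the values, did place bta-miR-2285s in rumen alone, but bta-miR-1434-3p was then expressed in no tissue, and 5 of the paper's rumen miRNAs again met the rule.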

Other observations

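The tissue differences at the claims were set against other splits of the samples. Of 100 splits of the 90 samples into groups of the same sizes, the real one included, 1 gave as many miRNAs for rumen, 1 for liver and 1 for mammary gland, in each case the real one. Of 100 splits of the 36 duodenum and jejunum samples, 1 did, again the real one. These predictions were written after the numbers had been seen. With depth as a covariate, 87 miRNAs differed between duodenum and jejunum, so the difference in depth between them is not what produced the 80. Without the cows fed corn stover, 38 miRNAs differed in the remaining 24 samples, fewer than 0.5 of the number over all diets, a prediction written after corn stover had been seen to stand apart. Part of the difference between duodenum and jejunum may come from those cows, although fewer samples also lower the number. The log2 fold changes without them were 1.69 for bta-miR-196a, 1.49 for bta-miR-10a, 1.21 for bta-miR-223, 1.06 for bta-miR-10b and -0.919 for bta-miR-215, with a limma adjusted p of 0.0159 or lower.

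The 6 jejunum samples of cows fed corn stover were not alike. Replicates 1 to 6 had 281, 440, 56.0, 72.6, 63.4 and 221 CPM on unlisted miRNAs. In the same order bta-miR-10a had 95217, 91040, 26635, 27563, 30764 and 83090 CPM, and bta-miR-196a had 197, 324, 13.2, 16.7, 27.7 and 310 CPM, where the mean of bta-miR-196a was 14.1 CPM on alfalfa hay and 13.4 on rice straw (n = 6 each). In contrast bta-miR-92a was between 10300 and 14544 CPM in all 6. For replicates 1, 2 and 6, RNA from another tissue was tested by whether miRNAs enriched in that tissue were raised by the share that the unlisted reads would need. The largest ratio found was 2.978 for rumen, -0.6203 for liver and -0.6754 for mammary gland. Rumen RNA may therefore contribute, but replicate 4, which needed only 0.0452% of rumen RNA, showed 2.51%, so the test is not specific to rumen RNA. A site of sampling further along the gut was tested by the correlation, across miRNAs, of each sample's deviation with the difference between jejunum and duodenum in the other 2 diets. The 3 samples gave 0.169, 0.04541 and 0.0954, and replicates 3, 4 and 5 gave -0.0786, -0.0719 and -0.0605, so this explanation is left open. It was thought of after the values of bta-miR-10a and bta-miR-196a had been seen, although the correlations had not been.

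In liver of a cow fed alfalfa hay, replicate 2, bta-miR-205 reached 1525 CPM, while the other 17 liver samples had a median of 1.36 CPM and at most 13.0 CPM. RNA from rumen, where bta-miR-205 averages 33692 CPM, would need to make up 4.52% of the sample to give this value. The other miRNAs enriched in rumen gave a share of 6.15%, 1.361 times the share needed, and 9 of the 11 were raised. The sample had 4368 CPM of bta-miR-378 against 1034.9 ± 186.8 (SD, n = 17) in the others, 171 CPM of bta-miR-378c against 54.8 ± 10.1 (SD, n = 17) and 52.6 CPM of bta-miR-147 against 9.3 ± 3.9 (SD, n = 17). RNA from mammary gland would need 44.1%, and its enriched miRNAs gave 0.01993 times that. A small amount of rumen RNA or of rumen library in this liver sample is a candidate explanation. The predictions were written after the high value of bta-miR-205 had been seen, but before the other miRNAs were looked at. No biological explanation was tested.

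Of the miRNAs that the paper detects only in circulating fluids, 6 of 6 were listed in none of the 5 dairy cow tissues. Of those it identifies only in sera, 9 of 10 were listed in none, and bta-miR-2285l was listed in duodenum with 1.04 ± 0.54 CPM (SD, n = 18) and 9 of 18 samples above 1 CPM, which is not more than 50%. Sera and exosomes were not analysed here. A value equal to 1 read, with the CPM step taken as 1 read, occurred in 55 of the 90 samples.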
